A study of Homo sapiens with 6 samples. Its data were reported in "Human DNA topoisomerase I poisoning causes R loop–mediated genome instability attenuated by transcription factor IIS" (2024).

How the data were processed

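END-seq was performed on HCT116 cells left untreated or treated with 10 µM camptothecin for 10 or 20 min, with 2 biological replicates per condition and murine pre-B cells added as a spike-in. According to the study's methods, paired-end reads were trimmed with Trim Galore 0.6.5 and aligned to hg19 with Bowtie2 2.5.0, and proper pairs with a mapping quality of at least 30 were kept, duplicates included, with SAMtools 1.16.1. Pairs were split by the orientation of the first read, and the authors called peaks with MACS2 2.2.7.1 separately for each library and strand, with the control library as input, the local background switched off and a q-value threshold of 0.05. Replicates were not pooled, and read scaling by the spike-in came after peak calling, so it does not enter these lists.

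The deposited files are 8 peak lists, a forward and a reverse list for each of 4 treated libraries. In each list the authors give a score per peak, which is the whole part of 10 times the −log10 q-value, a fold enrichment of the summit over the expected height as a linear ratio, and the −log10 p-value and −log10 q-value of the summit. These values belong to the authors' peaks and were used only to describe, rank or filter peaks within a list. Each fold value of a list went with a single p-value, and the fold values lay on a regular grid from which whole-number summit heights and a constant expected height were recovered. A Poisson tail with that expected height gave the deposited −log10 p-values to within 6.24e-05 for all heights up to 50, which covers at least 99.9% of peaks in each list. The scores thus contain no position-specific control signal, and the expected height serves as a relative measure of depth. Read totals were not used here.

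Coordinates were used as deposited. The reference was the GRCh37 primary assembly with GENCODE release 44 mapped to it, the same build as hg19 for chromosomes 1 to 22, X and Y, and no peak extended past the end of its chromosome. Chromosomes 1 to 22 and X held 63827 annotated genes, 20098 of them protein-coding. Gene comparisons were limited to these 23 chromosomes, and other sequences were kept in the counts of peaks, sites and clusters.

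DSB sites followed the study's definition, as the interval from the start of a reverse peak to the end of its closest forward peak where the distance was 0 or positive and under 150 bp, and overlapping sites of a library were merged. Replicated sites overlapped a site of the other replicate by at least 1 bp and were merged over both replicates. Clusters were persistent if replicated at both times, transient if at 10 min only and late if at 20 min only. The study also removed blacklisted regions and assigned its classes with limma, from peaks enriched over control in read counts. Enrichment at both times made a peak persistent, and enrichment at a single time made it transient or late. Transient and late clusters that overlapped each other were then counted as persistent. Blacklist removal and the limma test were not repeated, since read counts and a list of such regions were not used here. The classes here thus rest on presence in the peak lists. Distance from assembly gaps of at least 1 Mb in the reference stood in for the blacklist as an alternative.

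Random expectations came from 100 placements of intervals on their own chromosomes or from 100 local shifts, in which each interval was moved independently by 5 to 50 kb in either direction. The plan for replicate overlap named a shift of all sites of a library together. Moving each interval on its own was chosen later, and the closing section gives the values of both. For replicated strand-specific peaks 20 shifts were drawn. Counts per library were compared by an exact permutation test of group means, whose 3 distinct splits allow no p below 0.333. Shares were given with 95% Wilson intervals and two-sided exact binomial tests. Intervals and tests of peaks or clusters cover counting error only, because neighbouring peaks are not independent and PCR duplicates were kept. The study's methods list the libraries in 2 experiments, each with untreated cells and both treatment times, and same-numbered replicates were taken as libraries of the same experiment, although the labels do not say so. As a check of this pairing, the product of the ratios of site overlap to random placement over same-numbered libraries of different times was divided by that over differently numbered ones, which gave 1.59, or 1.47 against local shifts. With 2 pairs this has no error estimate. Correlations over chromosomes used 100000 permutations with Benjamini-Hochberg adjustment over 4 relations.

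The clusters named are the 5 persistent, 3 transient and 3 late clusters with the best worst rank. In each library defining a class, sites were ranked by the smaller −log10 q of their paired peaks, the best site of a cluster was taken per library, and clusters on chromosomes 1 to 22, X and Y were ordered by the worst of these ranks. The gene named is the one whose body holds the cluster midpoint.

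Alternatives were stricter −log10 q thresholds of 3 and 10, lists limited to the 286491 peaks of the smallest list by −log10 p with ties drawn at random (which equalises list length, not depth), pairing distances of 50 and 500 bp, non-overlapping pairs only, a reciprocal overlap of 50%, other definitions of absence, genes and background, and leaving out each library. The analyses and these alternatives were fixed before the data were examined, apart from those named as later choices in the closing section. The window of 5 kb around 5′ ends was not fixed in advance, and windows of 1 and 10 kb are given as alternatives.

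Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The steps were tested on simulated data with the real list sizes and widths. For the kinetic classes, 986 persistent, 490 transient and 496 late breaks were added to randomly placed peaks, and 96.5%, 96.7% and 99.2% were assigned to their class, alongside 3, 1141 and 359 clusters in these classes that matched no added break of the class. Each added break had a peak on both strands in both replicates of its times. The shares thus show that the steps run as defined. They do not measure class accuracy where a library misses a break. The pairing gave the same 19766 strand pairs in CPT20 replicate 2 as bedtools 2.31.1.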

Results

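END-seq maps the ends of DNA double-strand breaks (DSBs). Cells are embedded in agarose, an adapter is ligated to each free DNA end, and sequencing from the adapter reads away from the break, so that a break leaves a reverse-strand peak on its left and a forward-strand peak on its right. The assay was applied to HCT116 cells, a human colorectal carcinoma line, treated with camptothecin (CPT), a drug that traps DNA topoisomerase I on DNA. The series held 6 samples, with 2 biological replicates each of untreated cells (Ctrl), cells treated for 10 min (CPT10) and cells treated for 20 min (CPT20). The sample names give 10 and 20 as µM, whereas the treatment protocol and the series design give 10 µM CPT for 10 or 20 min, and the latter reading is used throughout. Peak lists of the 4 treated libraries were analysed, and the Ctrl libraries entered only as the input named in the authors' peak calling. No background measured the same way in untreated cells is therefore given, and a random or locally shifted placement of the same intervals serves as the reference for each comparison.

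The first question was how many strand-specific peaks each library held. CPT10 replicate 1 had 591881 forward and 826744 reverse peaks, and CPT10 replicate 2 had 527850 and 523760. CPT20 replicate 1 had 611627 forward and 610218 reverse peaks, and CPT20 replicate 2 had 288607 and 286491. The lists hold no read totals, but their fold and p-values follow from an average fragment height per base, which was 1.44 and 1.41 in CPT10 replicate 1, 0.734 and 0.727 in CPT10 replicate 2, 1.23 and 1.20 in CPT20 replicate 1, and 0.864 and 0.858 in CPT20 replicate 2 for the forward and reverse lists. The lowest summit admitted was 6 fragments in the forward list and 5 in the reverse list of CPT10 replicate 1, 4 in both lists of CPT10 replicate 2 and 5 in the lists of both CPT20 libraries. Summing strands, the mean was 1235118 ± 259519 peaks (SD, n = 2) at 10 min and 898472 ± 457319 (SD, n = 2) at 20 min, a log2 ratio of -0.46 that was within the spread between replicates (two-sided exact permutation p = 0.667, where 4 libraries allow no p below 0.333). Leaving out a library moved this ratio most, to -1.10 without CPT20 replicate 1 and to -0.02 without CPT20 replicate 2.

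**Figure D1:**
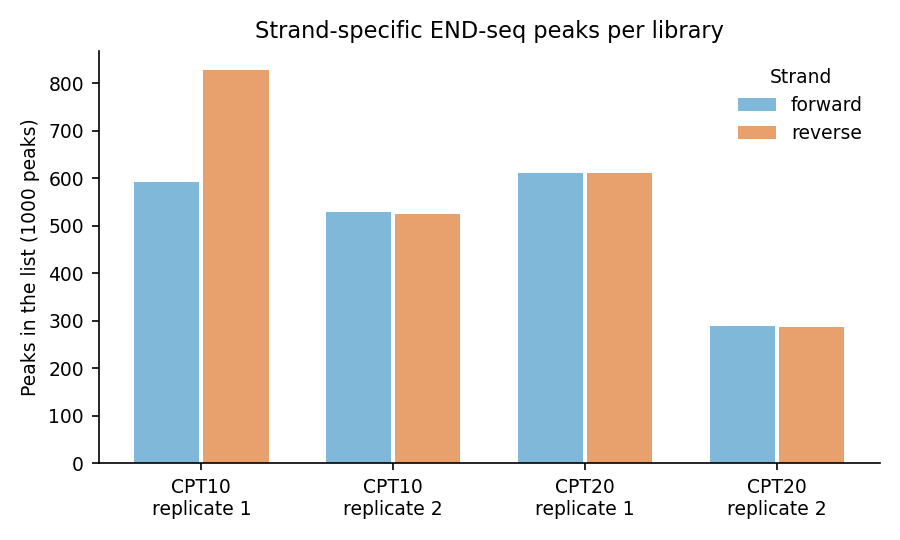
Bars give the number of peaks, in units of 1000, in the forward and reverse list of each treated library. Forward and reverse lists are of nearly equal size except in CPT10 replicate 1, with 591881 forward and 826744 reverse peaks.

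Next, strand-specific peaks were joined into DSB sites, each a reverse peak whose closest forward peak overlapped it or began less than 150 bp downstream. CPT10 replicates 1 and 2 gave 102733 and 54794 sites, and CPT20 replicates 1 and 2 gave 85813 and 18831. The mean was 78764 ± 33898 sites (SD, n = 2) at 10 min and 52322 ± 47363 (SD, n = 2) at 20 min. The log2 ratio of -0.59 was within the spread between replicates (two-sided exact permutation p = 0.667). Without CPT20 replicate 2 the ratio of CPT20 replicate 1 to the mean of both CPT10 libraries was 0.12, whereas within same-numbered replicates it was -0.26 in replicate 1 and -1.54 in replicate 2. It was 0.09 when every list was limited to its 286491 highest peaks. Most sites matched what the number of peaks gives by coincidence. With forward peaks placed at random on their chromosomes, the observed number of sites was 1.07 and 1.08 times the mean of 100 placements in CPT10 replicates 1 and 2 and 1.09 and 1.11 times in CPT20 replicates 1 and 2. With forward peaks moved by 5 to 50 kb, the corresponding ratios were 0.986, 1.03, 0.987 and 1.08.

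The order of neighbouring peaks gives an internal background, because a break places the reverse peak first and coincidence gives either order alike. Among non-overlapping neighbours less than 150 bp apart, reverse-then-forward pairs numbered 26247 against 25918 in the opposite order in CPT10 replicate 1, a ratio of 1.01 (95% Wilson interval 0.995 to 1.03, two-sided exact binomial p = 0.151). The ratio was 1.09 (1.06 to 1.11, exact binomial p = 6.68e-13) in CPT10 replicate 2, 1.03 (1.01 to 1.05, exact binomial p = 0.000706) in CPT20 replicate 1 and 1.14 (1.10 to 1.19, exact binomial p = 3.7e-11) in CPT20 replicate 2. These intervals cover counting error only. The ratio was above 1 in all 4 libraries and past the test's threshold in 3, with a mean of 1.05 ± 0.0517 (SD, n = 2) at 10 min and 1.09 ± 0.0781 (SD, n = 2) at 20 min. Restricting the lists to peaks with a -log10 q of at least 10, the authors' value for each peak, raised the means to 1.77 at 10 min and 3.16 at 20 min. The libraries differed by replicate number at that threshold. The ratio was 1.158 (1.06 to 1.27) in CPT10 replicate 1 and 1.21 (1.07 to 1.36) in CPT20 replicate 1, against 2.38 (1.60 to 3.55) in CPT10 replicate 2 and 5.11 (3.10 to 8.43) in CPT20 replicate 2, the last from 92 reverse-then-forward pairs and 18 in the opposite order. The mean at 20 min thus rested on CPT20 replicate 2. Opposite-order pairs numbered 843 and 503 in the replicate 1 libraries of 10 and 20 min, against 34 and 18 in those of replicate 2. With such unequal backgrounds the ratio does not rank the libraries by their number of breaks. Within both replicate numbers the ratio was higher at 20 than at 10 min, with all peaks and at that threshold. The intervals of the 2 times overlapped in each of these cases. In replicate 2 they were apart at a -log10 q of at least 5, with 1.27 to 1.55 at 10 min and 1.73 to 2.22 at 20 min. With at least 8 they were also apart there, with 1.41 to 2.28 and 2.58 to 4.59. In replicate 1 they overlapped at both of these thresholds. Only counting error enters these intervals, and 2 pairs are too few for a test. For a -log10 q of at least 15, CPT10 replicates 1 and 2 gave 1.18 (0.962 to 1.44) and 3.56 (1.72 to 7.33). CPT20 replicates 1 and 2 gave 1.57 (1.24 to 1.99) and 12.5 (3.28 to 47.7), the last from 25 pairs against 2. The interval of CPT10 replicate 1 then included 1. With at least 12, CPT10 replicate 1 gave 1.21 and CPT20 replicate 2 gave 4.71, so the rise was not steady in these libraries.

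**Figure D2:**
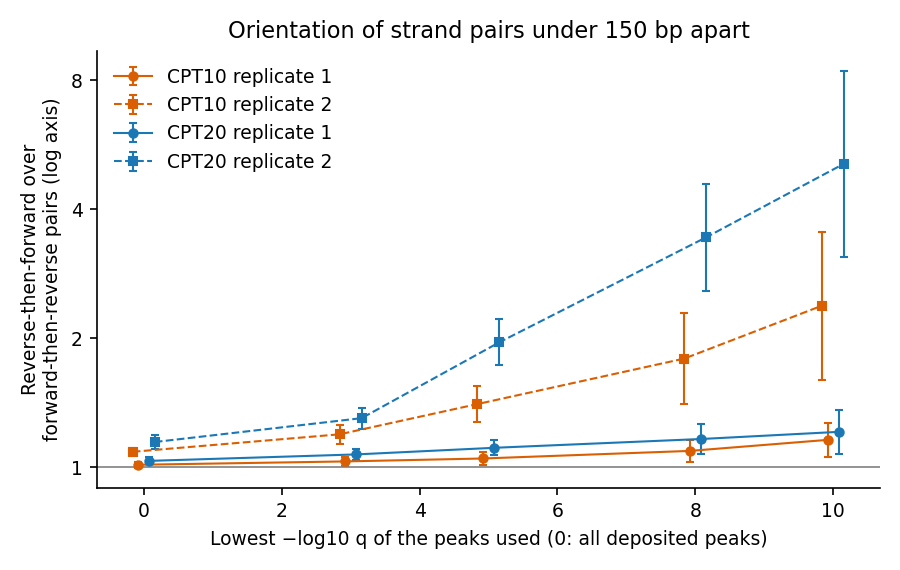
The ratio of reverse-then-forward to forward-then-reverse neighbours less than 150 bp apart (log axis) is plotted against the lowest -log10 q of the peaks used, with 95% Wilson intervals as error bars and points set slightly apart sideways for legibility. All 4 libraries lie near 1 with all deposited peaks and higher with peaks of at least 10, where both replicate 1 libraries reach 1.158 and 1.21 and both replicate 2 libraries 2.38 and 5.11.

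To test whether replicates located the same breaks, sites of each library were compared with those of every other by an overlap of at least 1 bp. Of the 102733 sites of CPT10 replicate 1, 4.08% (95% Wilson interval 3.96 to 4.20%) overlapped a site of CPT10 replicate 2, which was 2.85 times the mean of 100 random placements and 1.96 times that of local shifts. Of the 85813 sites of CPT20 replicate 1, 3.65% (3.52 to 3.77%) overlapped a site of CPT20 replicate 2, 5.75 times the random and 2.96 times the local mean. Libraries of different times overlapped to a similar extent. The ratio to random placement was 3.28 for CPT10 replicate 1 against CPT20 replicate 1, 4.71 for CPT10 replicate 1 against CPT20 replicate 2, 3.27 for CPT10 replicate 2 against CPT20 replicate 1 and 7.48 for CPT10 replicate 2 against CPT20 replicate 2. The values between groups, 3.27 to 7.48, thus lay above that of the CPT10 replicates and enclosed that of the CPT20 replicates. Replicates of the same time differ in replicate number. The pairs of different times that also differ in number gave 4.71 and 3.27, above the 2.85 and below the 5.75 of the replicates. Requiring a -log10 q of at least 10 moved the replicate ratios most, to 23.9 at 10 min and 38.8 at 20 min.

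Sites found in both replicates were then divided by time, to follow DSBs between 10 and 20 min. Merging gave 4011 replicated sites at 10 min and 2924 at 20 min, of which 1053 (26.3%) and 1025 (35.1%) overlapped a replicated site of the other time. This defined 931 persistent DSB clusters, replicated at both times, 2958 transient clusters, replicated at 10 min only, and 1899 late clusters, replicated at 20 min only. Their median widths were 1725, 647 and 821 bp. When the sites of each library were moved independently by 5 to 50 kb, the mean over 100 draws was 40.7 persistent (range 28 to 59), 2018 transient (1920 to 2169) and 989.8 late clusters (920 to 1056). The observed numbers were 22.9, 1.47 and 1.92 times these means. Sites inside persistent clusters had a median -log10 q of 10.1, 5.50, 10.9 and 6.73 in CPT10 replicates 1 and 2 and CPT20 replicates 1 and 2, and the other sites 3.17, 2.21, 2.90 and 3.29. The numbers depended strongly on the peak threshold, and a -log10 q of at least 10 left 195 persistent, 87 transient and 176 late clusters. A transient or late cluster could still overlap an unreplicated site of the other time. Defining absence by either replicate of that time left 2073 transient and 964 late clusters.

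**Figure D3:**
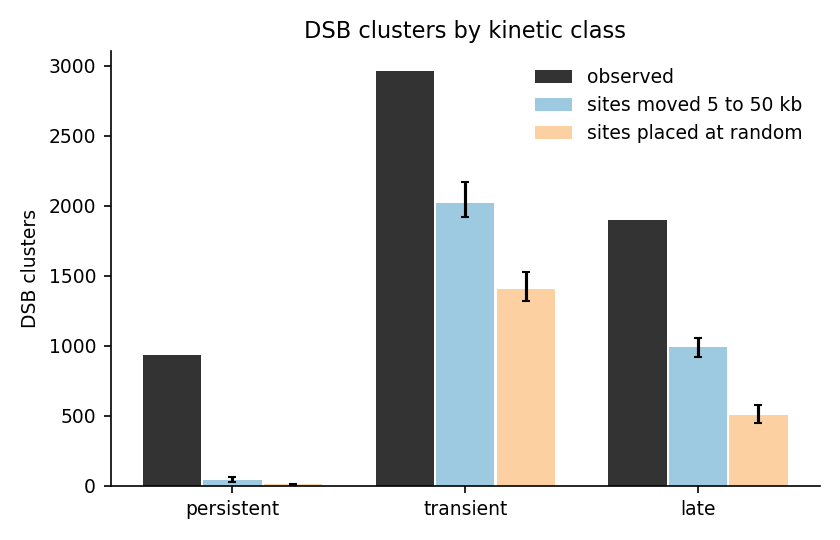
Bars give the number of persistent, transient and late DSB clusters observed, and the mean over 100 draws with sites moved by 5 to 50 kb or placed at random on their chromosomes, with the lowest and highest draw as error bars. The 931 persistent clusters lie far above both references, whereas moved sites gave 68.2% of the transient and 52.1% of the late number.

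The 5 persistent clusters with the best worst rank of -log10 q over the 4 libraries all lay in intergenic sequence (hg19 coordinates). They were on chromosome 1 from 121482637 to 121485456, chromosome 7 from 61967785 to 61970647, chromosome 6 from 58776099 to 58779555, and chromosome 10 from 42383929 to 42385900 and from 42389792 to 42392917. Each lay less than 1 Mb from an assembly gap of at least 1 Mb, and in the chromosome 1 cluster the -log10 q was 38246, 15371, 23011 and 14036 in CPT10 replicates 1 and 2 and CPT20 replicates 1 and 2. The 3 transient clusters chosen by the same rule were also intergenic and less than 1 Mb from such gaps, on chromosome 19 from 27733035 to 27733433 and from 27738144 to 27738676, and on chromosome 7 from 61971065 to 61971302. The chromosome 7 one began just past the persistent cluster named above that ended at 61970647. A persistent cluster also ended just before the one at 27733035, and the one at 27738144 lay farther along. Adjoining sequence was thus replicated at both times, so these intervals do not show loci broken at 10 min only. The leading late cluster, on chromosome 17 from 78118421 to 78119397, was 977 bp long in an intron of EIF4A3 (minus strand, 78108168 to 78120950), with its midpoint 2041 bp downstream of the gene's 5′ end. It lay in a part of chromosome 17 with a raised peak density in all lists, and its -log10 q was 28.9 and 24.2 in CPT20 replicates 1 and 2. The next late cluster was intergenic on chromosome 19 from 18393075 to 18394429, with a -log10 q of 40.8 and 17.2. The last was on chromosome 9 from 139620694 to 139622844, with its midpoint in an intron of the noncoding gene SNHG7 (minus strand, 139615818 to 139622636) and a -log10 q of 23.6 and 13.2. SNHG7 also held a persistent cluster, so this gene was not limited to 20 min. The other named late clusters had no persistent cluster so close. Of all clusters, 26.5% of the persistent, 9.67% of the transient and 8.69% of the late ones lay within 1 Mb of a large assembly gap or on unplaced sequence.

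The number of clusters per chromosome was compared with gene number over chromosomes 1 to 22 and X, each chromosome being a unit and not an independent replicate. Persistent clusters gave a Spearman rho of 0.698 (permutation p = 0.00035, Benjamini-Hochberg adjusted p = 0.00035) and a Pearson r of 0.663 (permutation p = 0.00059, adjusted p = 0.00118). For transient clusters rho was 0.693 (permutation p = 0.00029, adjusted p = 0.00035) and r was 0.442 (permutation p = 0.0406, adjusted p = 0.0406). For late clusters rho was 0.722 (permutation p = 0.00017, adjusted p = 0.00034) and r was 0.563 (permutation p = 0.00564, adjusted p = 0.00752). The family held 4 relations, the remaining one being the strand-specific peaks of all 8 lists, with a rho of 0.754 (permutation p = 8e-05, adjusted p = 0.00032) and an r of 0.782. Peaks as a whole were thus related to gene number at least as closely as the clusters. Clusters within 1 Mb of large assembly gaps were kept in these counts, and the relations were not recomputed without them. On chromosomes 1 to 22, X and Y they made up 172 persistent, 221 transient and 133 late clusters, against 684, 2672 and 1734 elsewhere. The study had excluded blacklisted regions. Without chromosomes 1 and 21, the farthest from the median gene number, r was 0.622 for persistent (permutation p = 0.00273) and 0.480 for late clusters (permutation p = 0.0288). For transient clusters it was 0.377 (permutation p = 0.0941), and it was also not past the threshold with all chromosomes at 0.368 per Mb (permutation p = 0.0754) and 0.355 with protein-coding genes (permutation p = 0.0975). Counts per Mb against genes per Mb gave a rho of 0.630, 0.550 and 0.686, and 0.550 for transient clusters was the largest change of rho among the alternatives tried.

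**Figure D4:**
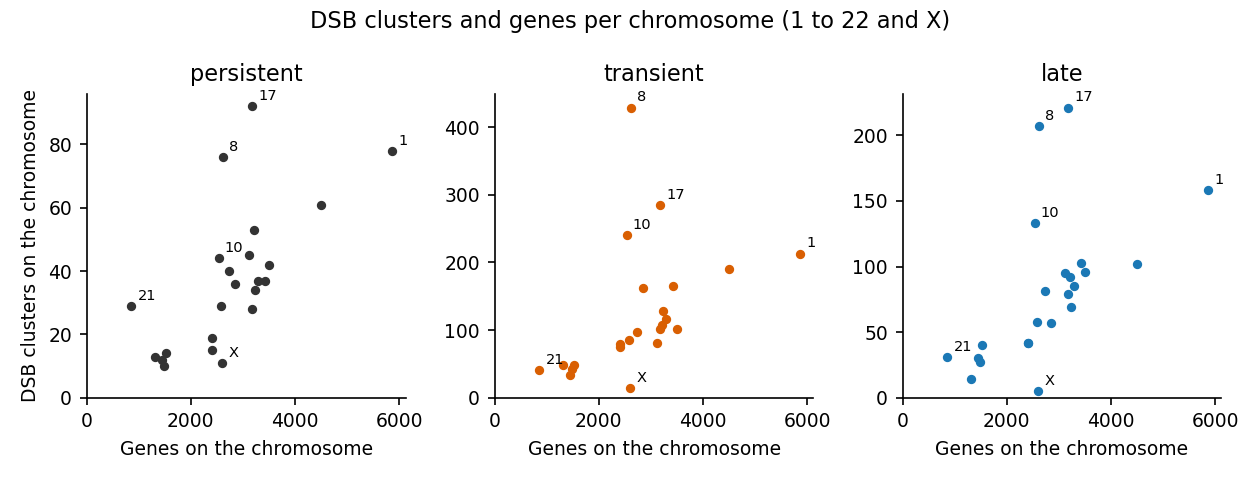
Each point is a chromosome (1 to 22 and X), with its number of annotated genes on the horizontal and its number of DSB clusters on the vertical axis. Chromosomes 8, 10 and 17 lie above the others of similar gene number, with 429, 240 and 285 transient clusters.

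Finally, the position of clusters relative to genes was compared with 100 random placements on the same chromosomes. The midpoint lay in an annotated gene for 79.9% of 855 persistent clusters (95% Wilson interval 77.1 to 82.4%), 73.4% of 2889 transient clusters (71.7 to 75.0%) and 84.8% of 1867 late clusters (83.1 to 86.4%), against 59.99%, 60.4% and 60.7% by random placement (two-sided exact binomial p = 2.35e-35, 1.13e-48 and 2.09e-115). Locally shifted clusters gave 61.9%, 66.5% and 70.6%. With a -log10 q of at least 10, the genic share of persistent clusters was 53.6% against 60.1% by random placement (exact binomial p = 0.0958), opposite in direction to that of all persistent clusters, and that of transient clusters was 65.3% (exact binomial p = 0.410). Limited to clusters at least 1 Mb from large assembly gaps, the genic share of all persistent clusters was 90.4%.

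Clusters were concentrated at gene 5′ ends. The midpoint lay within 5 kb of the 5′ end of a protein-coding gene for 48.7% of persistent (45.3 to 52.0%), 20.4% of transient and 43.1% of late clusters (40.8 to 45.3%), and locally shifted clusters gave 13.8%, 9.78% and 15.3% (two-sided exact binomial p = 3.35e-131, 2.18e-65 and 1.16e-179). The excess was mainly on the transcribed side. From 0 to 5 kb downstream of the 5′ end lay 38.9% of persistent, 14.95% of transient and 34.0% of late clusters, 5.81, 3.12 and 4.57 times the local shift. The same distance upstream held 9.71%, 5.47% and 9.05%, or 1.37, 1.10 and 1.15 times the local shift, past the threshold for persistent clusters (two-sided exact binomial p = 0.00407) and not for transient (exact binomial p = 0.232) or late ones (exact binomial p = 0.0714). Against random placement the upstream ratios were 2.88, 1.76 and 2.64, past the threshold in each class (exact binomial p = 2.88e-17, 3.07e-11 and 5.15e-29). The downstream ratios to random placement were 10.7, 4.59 and 9.43. Among the 492 persistent clusters within 10 kb, the median position was 1605 bp downstream. It was 1871 bp for the 829 transient and 1684 bp for the 1045 late clusters within that distance. With a -log10 q of at least 10, the share within 5 kb was 33.7% for persistent, 40% for transient and 67.9% for late clusters.

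**Figure D5:**
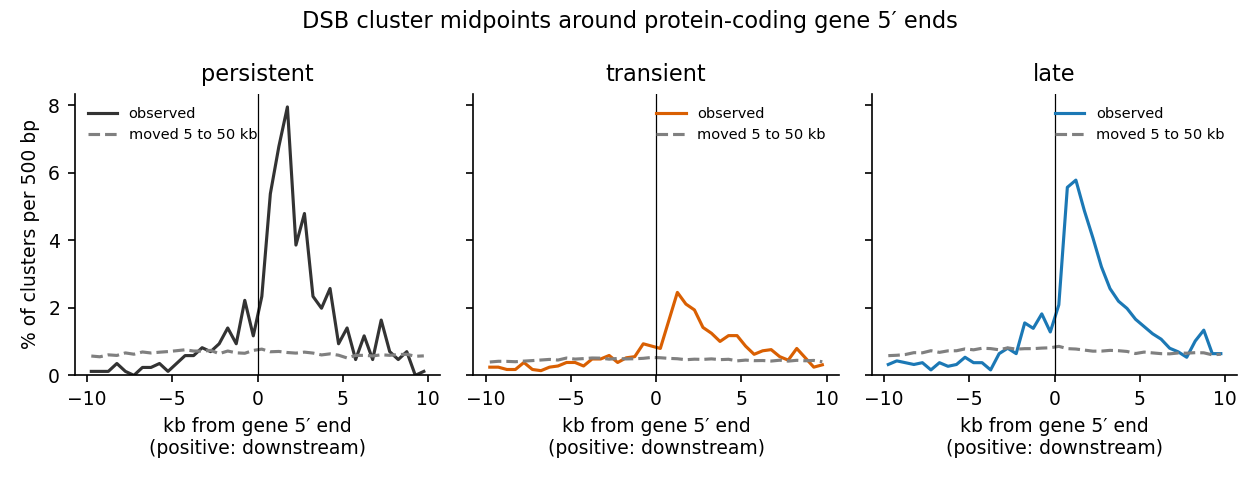
The percentage of cluster midpoints per 500 bp is plotted against the distance in kb from the nearest 5′ end of a protein-coding gene, positive in the direction of transcription, for observed clusters (solid) and clusters moved by 5 to 50 kb (dashed). The persistent profile is highest from 1500 to 2000 bp downstream, with 7.95% of clusters against 0.676% after moving.

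Solitary peaks, found on the same strand in both replicates with no replicated peak of the opposite strand within 150 bp, were counted as the form a single-ended DSB would take. At 10 min there were 73726 forward and 100832 reverse solitary peaks, so that 42.2% were forward (95% Wilson interval 42.0 to 42.5%). At 20 min there were 53518 forward and 52752 reverse solitary peaks, 50.4% forward (50.1 to 50.7%, two-sided exact binomial p = 0.0189). The imbalance at 10 min goes with the longer reverse list of CPT10 replicate 1. Replicated peaks numbered 1.42 to 1.60 times the mean of 20 local shifts of the second replicate, so that a large part of them equalled coincidence between long lists. With a -log10 q of at least 10, 3183 solitary peaks were left at 10 min and 2903 at 20 min.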

Values the study reported

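The study reported 1243 persistent, 398 transient and 358 late DSB clusters.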

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

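The common summit height of 10, the windows of 1 and 10 kb, random placement outside assembly gaps, the exclusion of clusters near such gaps, the independent movement of each site and the local-shift expectations for the kinetic classes were tests chosen after the result was seen. Of 163 values recomputed under an alternative for 23 results, 105 kept their direction and stayed within the replicate spread, within 1.5 times a count or on their side of a test's threshold. A further 49 moved, 6 lost their test's threshold and 3 changed direction. The cause was not tested unless stated.

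The log2 ratio of strand-specific peaks between 20 and 10 min stayed negative across the 4 calculations that each left out a library, from -1.10 without CPT20 replicate 1 to -0.016 without CPT20 replicate 2. That of DSB sites was 0.092 with lists of equal size and ran from -2.06 without CPT20 replicate 1 to 0.12 without CPT20 replicate 2, where CPT20 replicate 1 stands against the mean of both CPT10 libraries. With the replicate number as a block, the mean of same-numbered log2 ratios was -0.54 for peaks, from -0.22 in replicate 1 and -0.87 in replicate 2. It was -0.90 for sites, from -0.26 and -1.54. The block changed no call, but 2 pairs are too few for any test to pass the threshold.

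The orientation ratio rose with stricter lists. At 10 min it was 1.11 with a -log10 q of at least 3, 1.77 with at least 10, 1.10 with lists of equal size and 1.25 with summit heights of at least 10. At 20 min it was 1.19, 3.16 and 1.53 with the q thresholds and the summit height. With a -log10 q of at least 10, CPT20 replicate 1 alone gave 1.21. Replicate overlap over random placement at 10 min was 6.68 and 23.9 with a -log10 q of at least 3 and 10, 8.80 with lists of equal size, 13.1 with the summit height of 10, 4.31 with a reciprocal overlap of 50%, 1.93 against all sites of a library moved together and 1.96 against each site moved independently. The same settings at 20 min gave 11.0, 38.8, 10.5, 19.6, 10.5, 2.90 and 2.96.

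Cluster numbers moved with most choices. With a -log10 q of at least 10 there were 195 persistent, 87 transient and 176 late clusters, and with at least 3 there were 698, 992 and 1277. A summit height of 10 left 426, 331 and 622, and a reciprocal overlap of 50% left 209, 1113 and 897. Lists of equal size gave 667, 729 and 1359. The late class was the largest with a -log10 q of at least 3, a summit height of 10 and lists of equal size, and the persistent class with a -log10 q of at least 10. Defining absence by either replicate of the other time gave 2073 transient and 964 late clusters. With all sites of a library moved together, the mean expectation was 43.6 persistent, 2112 transient and 1013 late clusters, close to that of independent movement. Leaving out a library removes the demand for replication at its time by construction. Across these 4 calculations there were 1175 to 1614 persistent clusters, the most without CPT20 replicate 2, and 1565 without CPT10 replicate 2. Transient clusters ran from 2297 to 100699, with 53102 without CPT10 replicate 1 and the most without CPT10 replicate 2. Late clusters ran from 1283 to 83870, with 17387 without CPT20 replicate 1 and the most without CPT20 replicate 2.

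Spearman's rho of each class with genes per chromosome kept its direction and its side of the threshold under the 5 alternatives tried. Pearson's r stayed positive but was less stable. For persistent clusters it was 0.368 with a -log10 q of at least 10, no longer past the threshold. For transient clusters it lost the threshold in 4 of 5 alternatives, with 0.408 at a -log10 q of at least 10, 0.368 per Mb, 0.355 with protein-coding genes and 0.377 without chromosomes 1 and 21. For late clusters it kept its side in all 5. So did the share near gene 5′ ends for each class under its alternatives, although its size moved. With a -log10 q of at least 10 it was 33.7% for persistent, 40% for transient and 67.9% for late clusters. With all peaks it was 48.7%, 20.4% and 43.1%, so the order of the classes changed. The genic share of persistent clusters with a -log10 q of at least 10 was 53.6%, below random placement but not past the threshold, and that of transient clusters was 65.3%, no longer past the threshold with fewer clusters.

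Solitary peaks numbered 3183 at 10 min and 2903 at 20 min with a -log10 q of at least 10. Lists of equal size gave 60458 and 65517, with the order of the times changed. Without the demand for replication, leaving out a library gave 911699 to 1158690 at 10 min, the most without CPT10 replicate 2, and 527690 to 1006851 at 20 min, the most without CPT20 replicate 2. The libraries were not of equal depth, with expected heights of the forward lists from 0.734 in CPT10 replicate 2 to 1.44 in CPT10 replicate 1, and lists of equal size do not remove this difference. How depth changes the counts was not tested.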

Other observations

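The tests of coincidence in the transient and late classes, of summit heights of 6 and 10 and of the blocks of raised peak density were chosen only after the result was seen, the upstream comparison of solitary peaks only after the downstream result, and the movement of all peaks per chromosome only after a test per 10000 peaks, which could not separate coincidence, had been seen, with the difference between observed and moved numbers added after their ratio.

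The number of transient clusters here was 2958. That is higher than the value quoted from the study above. The number of late clusters here was 1899. That is higher than the value quoted from the study above. The number of persistent clusters here was 931. That is lower than the value quoted from the study above. The study assigned its classes by enrichment over control in read counts, whereas those here rest on presence in the peak lists. Enrichment over control was not part of the classes here. Sites moved independently by 5 to 50 kb gave on average 68.2% of the transient and 52.1% of the late number. All 100 draws stayed below the observed numbers, which argues against coincidence as the whole cause under this movement. Moved sites were not kept to sequence where reads can be mapped. That can lower the number expected, and its size was not tested. With all sites of a library moved together, 4 draws reached the transient and 1 the late number, and in these the replicates of that time had been moved to within 965 and 1807 bp of each other, so that they were hardly parted. A candidate explanation for part of the larger numbers is coincidence between long peak lists, which gave 40.7 of 931 persistent clusters. Which transient or late clusters mark breaks limited to a single time stays open.

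CPT10 replicate 1 had 826744 reverse and 591881 forward peaks, an excess the other 3 libraries lacked. Its reverse list admitted summits of 5 fragments and its forward list only 6 or more. Summits of 5 fragments are not the whole cause, since at heights of at least 6, which both lists admit, the ratio of reverse to forward peaks was still 1.25 (95% Wilson interval 1.247 to 1.256). It fell to 1.05 at heights of at least 20 and to 0.986 (0.951 to 1.02) at heights of at least 30, against a mean of 0.989 in the other libraries. A lower threshold on the reverse strand may act beyond the lowest summits, for example through the width a peak must reach, but this was not tested. No biological explanation was tested. The excess carries into the share of reverse solitary peaks at 10 min.

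In replicate 2, the log2 ratio of peaks between 20 and 10 min was -0.87 with all peaks. Summits of 4 fragments, admitted at 10 min and not at 20 min, are not the whole cause, since the ratio was -0.36 at heights of at least 6. It was 0.011 at heights of at least 10, 0.18 at 15 and -0.49 at 30. The treatment time and a threshold effect cannot be told apart, because the ratio changed sign with the height chosen.

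Tall peaks beside assembly gaps changed the genic share of the strongest clusters. Of the persistent clusters with a -log10 q of at least 10, 75 lay within 1 Mb of a large gap and 9.33% of these were in genes. Of the 91 others, 90.1% were in genes (95% Wilson interval 82.3 to 94.7%), against 60.4% by random placement (two-sided exact binomial p = 4.49e-10). Repeats next to the gaps are therefore a candidate source of the low genic share of the strongest clusters. They are not what raised the orientation ratio. After leaving out peaks near gaps, the ratio at a -log10 q of at least 10 still lay above that of all peaks in 4 of 4 libraries. The ratio at that threshold was 1.14 in CPT10 replicate 1, 2.54 in CPT10 replicate 2, 1.19 in CPT20 replicate 1 and 5.80 in CPT20 replicate 2. The cause of the difference between replicate numbers was not tested. With peaks near gaps included, that threshold kept 220190 and 141874 peaks in the replicate 1 libraries of 10 and 20 min. In those of replicate 2 it kept 22785 and 16802, so the ratios rest on backgrounds of unequal size.

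The concentration near gene 5′ ends was compared with positions within 500 kb matched on GC content to within 2 percentage points. Matched positions lay within 5 kb of a 5′ end in 11.4% of cases for persistent, 7.57% for transient and 13.3% for late clusters, against 48.9%, 20.5% and 42.8% of the clusters that could be matched, and no draw of 100 reached the observed share in any class. This argues against GC content as the whole cause. Transcription stays open and was not tested, since expression data were not used here.

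Cluster numbers per chromosome could follow the number of peaks, which itself rose with gene number, since more peaks coincide more often. After moving every peak of all lists by 5 to 50 kb and forming sites and clusters anew, the mean over 100 draws was 10.5 persistent clusters against 855, 1631 transient against 2889 and 646.6 late against 1867 on chromosomes 1 to 22 and X. The number observed over this mean showed no detectable rise with genes per Mb, with a rho of 0.012 for persistent (permutation p = 0.963, over the 21 chromosomes with an expectation above 0), 0.222 for transient (permutation p = 0.307) and 0.219 for late clusters (permutation p = 0.312). For persistent clusters the expectation was at most 2.47 on any chromosome, too small for a stable ratio, and what was left after subtracting it still rose with gene number, with a rho of 0.694 (permutation p = 0.00041). Subtracting so small a number hardly changes the order of chromosomes, so the rho of this difference adds little to the 0.698 before it. The small expectation itself, 10.5 of 855 clusters, argues against coincidence as the whole cause of their rise. The same difference gave a rho of 0.666 for transient (permutation p = 0.00066) and 0.745 for late clusters (permutation p = 9e-05), but there moved peaks made up a large part of the number, and a difference that grows in proportion to coincidence would rise as well. For these classes a relation to genes and coincidence among more peaks cannot be told apart, because the ratio showed no detectable relation. Whether persistent clusters follow genes or the density of peaks in another way stays open.

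Long blocks of some chromosomes held more peaks in all 8 lists. The mean density relative to the rest of the chromosome was 1.79 beyond 70 Mb of chromosome 8, 1.68 beyond 100 Mb of chromosome 10, 1.63 beyond 80 Mb of chromosome 16 and 1.69 beyond 40 Mb of chromosome 17, and the lowest of all ratios was 1.41. Chromosome X had 0.397 times the median density of the autosomes. The blocks make up 5.38% of the sequence and held 15.3% of persistent, 27.0% of transient and 24.0% of late clusters. Gene density alone does not give these densities. Against 1 Mb windows elsewhere with as many genes, peak density was 1.76 times as high in the chromosome 8 block, 1.61 in that of chromosome 10, 1.55 in that of chromosome 16 and 1.68 in that of chromosome 17. The highest such ratio among stretches of the same length on other autosomes was 1.08, 1.11, 1.27 and 1.11. Extra copies of the blocks in the cell line are a candidate explanation. Copy number and other regional effects cannot be told apart here, because the block boundaries were read from the same lists and the untreated libraries were not analysed here.

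Solitary peaks near genes were not evenly split by strand. From 0 to 5 kb downstream of 5′ ends, the odds of a forward rather than a reverse peak were lower in plus-strand than in minus-strand genes, with an odds ratio of 0.721 (95% interval 0.661 to 0.786, Fisher's exact p = 4.29e-14) at 10 min and 0.507 (0.463 to 0.555, Fisher's exact p = 5.3e-50) at 20 min. Taken alone, this association is what a polarity of breaks along transcription would give. It was also present within 5 kb upstream, with an odds ratio of 0.596 (0.537 to 0.661, Fisher's exact p = 3.15e-23) at 10 min and 0.590 (0.523 to 0.666, Fisher's exact p = 2.75e-18) at 20 min. The criterion set before the upstream result was seen, for a source in the sequence or annotation around 5′ ends, was that the intervals of both sides overlap. It was met at 20 min and narrowly missed at 10 min, where the bias was the stronger upstream. How the downstream association is read was revised after both results were seen. Polarity along transcription and a bias of the wider neighbourhood of 5′ ends cannot be told apart, because the bias had the same direction on both sides, and replication direction was not tested.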
